# A Role for *Caenorhabditis elegans* COMPASS in Germline Chromatin Organization

**DOI:** 10.3390/cells9092049

**Published:** 2020-09-08

**Authors:** Marion Herbette, Valérie Robert, Aymeric Bailly, Loïc Gely, Robert Feil, David Llères, Francesca Palladino

**Keywords:** COMPASS, SET1, condensin, chromatin, FLIM-FRET, *C. elegans*, germline, pachytene

## Abstract

Deposition of histone H3 lysine 4 (H3K4) methylation at promoters is catalyzed by the SET1/COMPASS complex and is associated with context-dependent effects on gene expression and local changes in chromatin organization. The role of SET1/COMPASS in shaping chromosome architecture has not been investigated. Here we used *Caenorhabditis elegans* to address this question through a live imaging approach and genetic analysis. Using quantitative FRET (Förster resonance energy transfer)-based fluorescence lifetime imaging microscopy (FLIM) on germ cells expressing histones eGFP-H2B and mCherry-H2B, we find that SET1/COMPASS influences meiotic chromosome organization, with marked effects on the close proximity between nucleosomes. We further show that inactivation of *set-2*, encoding the *C. elegans* SET1 homologue, or CFP-1, encoding the chromatin targeting subunit of COMPASS, enhances germline chromosome organization defects and sterility of condensin-II depleted animals. *set-2* loss also aggravates germline defects resulting from conditional inactivation of topoisomerase II, another structural component of chromosomes. Expression profiling of *set-2* mutant germlines revealed only minor transcriptional changes, suggesting that the observed effects are at least partly independent of transcription. Altogether, our results are consistent with a role for SET1/COMPASS in shaping meiotic chromosomes in *C. elegans*, together with the non-histone proteins condensin-II and topoisomerase. Given the high degree of conservation, our findings expand the range of functions attributed to COMPASS and suggest a broader role in genome organization in different species.

## 1. Background

The spatial configuration of chromatin is essential to ensure fundamental processes from gene expression to cell divisions [1], but how higher-order structures are formed in various cellular processes remains unclear. Mitosis and meiosis are essential cellular functions that require restructuring and reorganization of chromatin architecture, and are both associated with specific changes in histone modifications. During mitosis, extensive compaction of chromatin is associated with histone H3 serine 10 phosphorylation (H3S10ph), H4 lysine-20 mono-methylation (H4K20me1), and a reduction in overall histone acetylation [2]. Specific histone PTMs, including H3 lysine-4 tri-methylation (H3K4me3), are also associated with meiotic double strand breaks (DSBs) during recombination, and are dynamically altered during meiotic progression [3,4]. In addition, during mammalian spermatogenesis a large fraction of the observed dynamic changes in H3K4me3 do not coincide with either gene promoters, or double strand breaks (DSBs) [5], suggesting additional functions.

SET1 family histone methyltransferases act in large multi-subunit complexes known as COMPASS (complex proteins associated with Set1) to deposit H3K4me3 at promoters of actively transcribed genes [6,7]. At promoters, levels of COMPASS-dependent H3K4 methylation generally correlate with mRNA levels, but evidence for an instructive role for H3K4me3 in transcription is lacking, and recent data suggest that its function depends on different chromatin and cellular contexts [8].

Studies of individual components of COMPASS are consistent with a role in various aspects of chromatin organization. For example, in yeast binding of Spp1/CFP1 to H3K4 is required to tether loop formation and DNA cleavage at sites of double strand breaks (DSBs) [3,9,10,11], while Set1 plays H3K4-dependent and -independent roles in genome organization through long-range clustering of retrotransposon loci [12,13]. In developing mouse oocytes, inactivation of CFP1 results in defects in meiotic oocyte maturation, spindle assembly and chromosome alignment, with only minor effects on transcription [14].

In *Caenorhabditis elegans,* inactivation of *set-2*, encoding the single SET1 homolog, results in defective patterns of H3K4me3 in the germline, increased genome instability, and loss of germ cell identity leading to sterility [15,16,17,18]. Whether these defects reflect a direct role of SET-2 in transcription, or a more general role in germline chromatin organization is not known. We found no correlation between COMPASS-dependent H3K4me3 and transcription in *C. elegans* embryos [19], which is consistent with observations in other organisms and argues against a direct role in transcription [20,21,22,23]. Likewise, increased genome instability in *set-2* mutant germlines was not associated with defects in the transcriptional induction of the DNA damage response (DDR), suggesting downstream defects in the DNA repair process [15]. Altogether, these results evoke the possibility that SET-2 can modify chromatin structure, at least in part independently of specific changes in gene expression.

In this study, we used fluorescence lifetime imaging microscopy (FLIM) for Förster resonance energy transfer (FRET) measurements to directly assess changes in chromatin compaction in live animals lacking COMPASS components. We find that FRET between fluorophore-tagged nucleosomes is significantly decreased in meiotic cells from *set-2* and *cfp-1* mutant animals, supporting a role for COMPASS in influencing close nucleosome proximity. Consistent with a role for COMPASS in chromosome organization, we found that loss of either *set-2* or *cfp-1* enhanced chromatin compaction defects in germ cells depleted of condensin-II, a major regulator of chromosome structure [24]. *set-2* inactivation also enhanced germline phenotypes associated with conditional alleles of condensin-II subunit *hcp-6* and *top-2*, encoding the chromosome structural protein topoisomerase-II [25,26,27]. Altogether, our data suggest that COMPASS contributes to germline chromosome architecture, and that COMPASS-related complexes may more generally contribute to higher-order chromatin structure together with non-histone architectural proteins.

## 2. Results

### 2.1. Nanoscale Chromatin Compaction Is Decreased in Set-2 Mutant Germlines

In the *C. elegans* germline, meiotic nuclei are arranged in a temporal-spatial order, with the distal end of the gonad containing mitotically proliferating nuclei. Homolog pairing initiates downstream in the “transition zone”, followed by the pachytene stage, during which synapsed chromosomes appear in DAPI-stained nuclei as discrete, parallel tracks. More proximally, nuclei exit pachytene, enter diplotene, and cellularized oocytes containing condensed homologs are formed [28].

H3K4me3 is detected on chromatin in all germline nuclei, from the distal mitotic region through the meiotic stages and into diakinesis (Figure S1A, [16,18]. In germlines from animals carrying the *set-2(bn129)* loss-of-function allele [18], H3K4me3 strongly decreases in the distal mitotic region through early-mid pachytene. Levels of H3K4me3 are not visibly altered in late pachytene and diakinetic nuclei of mutant animals, most likely reflecting the additional activity of SET-16/MLL, the only other SET1 family member in *C. elegans* (Figure S1A, [16,18,29]. *set-2(bn129)* animals at the permissive temperature (20 °C) have a reduced brood size, while at the stressful temperature of 25 °C a progressive loss of fertility is observed, resulting in sterility at the F6-F8 generation [16,18].

DAPI staining of chromatin revealed no apparent defects in either germline organization, or chromosome morphology in *set-2* mutant animals at 20 °C, or late generation fertile animals at 25 °C (data not shown and [18]. However, in late generation (F4) germline nuclei from animals approaching sterility at 25 °C, meiotic progression and chromatin compaction were altered, with a loss of the distinctive pachytene nuclei morphology (Figure S1B). The stressful temperature therefore reveals a role for *set-2* in germline function and chromosome organization.

To investigate how COMPASS influences chromatin architecture specifically in germline cells, we used a recently developed FLIM-FRET technique to quantify changes in chromatin compaction in live animals at the nucleosomal level. The assay is based on the measurement of FRET interactions between fluorescently-labelled core histone GFP-H2B (donor) and mCherry-H2B (acceptor) [30]. Transgenic animals expressing the two H2B fusion proteins did not show any obvious cell division, growth or reproductive defects [31]. Important features of this system include the following [31]: (1) H2B fusion proteins only represent approximately 4% of total histone H2B, so that only a minute fraction of total nucleosomes is expected to contain both tagged H2B histones as a potential source of intra-nucleosomal FRET; (2) GFP and mCherry are fused to the N-terminus of histone H2B, and the distance separating them from the histone proteins is too large (130 Å on average) to produce significant intra-nucleosomal FRET; (3) FRET occurs efficiently only when the donor and acceptor fluorescent fusion proteins are closely positioned (<10 nm) in the 3D nuclear space following chromatin compaction. Importantly, FLIM-FRET also provides accurate quantification due to the independence of the fluorescence lifetime from the relative concentrations of the interacting proteins, and is independent of their diffusion rates, ruling out any perturbation resulting from the kinetics of core H2B histones [32,33]. In summary, our assay measures close contacts in the nuclear space between distant nucleosomes, and thus provides a read-out of nanoscale chromatin compaction [34,35,36,37].

To carry out the FLIM-FRET assay, we first generated wildtype and *set-2* mutant strains that stably co-express both GFP-H2B and mCherry-H2B fusion proteins (FPs, collectively named “H2B-2FPs” hereafter) from a single transcription unit driven by the germline-specific *pmex-5* promoter (Figure 1A). We confirmed that there was no alteration in the expression of fluorophore-tagged H2B histones in *set-2* mutants (Figure S2A), and fluorescence recovery after photo-bleaching (FRAP) showed that the tagged histones H2B were homogeneously incorporated into chromatin (Figure S2B).

Comparative FLIM-FRET analysis of *set-2(bn129)*^H2B−2FPs^ and wt^H2B−2FPs^ pachytene nuclei revealed a strong reduction in chromatin compaction levels in the absence of *set-2*, as indicated by a longer GFP-H2B fluorescence lifetime (Figure 1A), and a reduced mean-FRET efficiency (Figure 1B). From the measurement and spatial mapping of FRET in individual nuclei of wt^H2B−2FPs^ pachytene-stage cells, we observed discrete regions associated with distinct FRET efficiencies across individual nuclei (Figure 1A). As previously described [31], based on FRET quantification we arbitrarily defined several classes of FRET, from “sub-low FRET” to “high-FRET”, that correspond to different levels of nanoscale compaction. Although there was some degree of heterogeneity between individual nuclei, we observed that in the absence of *set-2* “intermediate-FRET” and “high-FRET” populations previously linked to heterochromatic states [31] were overall significantly reduced compared to wild type (Figure 1C), while the “sub-low-FRET” chromatin class associated with more accessible chromatin was increased. These results suggest that the absence of *set-2* results in changes in nanoscale chromatin structure in the germline, and more specifically disrupts highly compacted states.

### 2.2. Loss of Set-2 Enhances Defects in Germline Chromatin Organization Resulting from Condensin-II Knock-Down

Defects in chromatin organization can result in chromosome segregation defects in mitosis and meiosis [38], but these were absent from *set-2* mutant germlines and embryos at all of the temperatures tested [15,19]. However, we previously showed that at the permissive temperature (20 °C), endoreplicated intestinal cells of adult animals show chromosome segregation defects [19] that are very similar to those reported in condensin-II mutants [39]. This suggests that in *set-2* mutants, subtle defects in chromatin organization may arise that become apparent only when chromatin structure is further perturbed.

Condensins are major contributors to chromosome structure and organization [24]. Metazoans contain two types of condensin complexes (I and II) that share a heterodimer of two SMC (structural maintenance of chromosomes) proteins, SMC2 and SMC4, and are distinguished by three unique CAP (chromosome-associated polypeptide) proteins named CAPD, CAPG and CAPH [40]. Uniquely, *C. elegans* has an additional complex, condensin-I^DC^, which contributes exclusively to dosage compensation in somatic cells [41]. KLE-2, HCP-6 and CAPG-2 are condensin-II specific subunits, CAPG-1, DPY-26 and DPY-28 are common to the two condensin-I complexes, whereas DPY-27 is specific to condensin-I^DC^ (Figure 2A) [39]. In *C. elegans*, condensin-II associates with sister chromatids in meiosis and mediates their compaction and resolution [42,43].

Because knock-out of condensin-II subunits results in sterility, we could not study the interaction of single condensin-II mutants with *set-2*. Instead, we knocked-down different subunits in wildtype and *set-2* mutants by growing animals from the L1 larval stage to adulthood on condensin RNAi feeding plates, followed by scoring of DAPI stained germlines by fluorescence microscopy (Figure 2B,D). We initially focused on *kle-2* and *capg-1* RNAi to knock-down condensin-II and condensin-I complexes, respectively. RT-qPCR analysis showed that RNAi treatments resulted in a similar decrease in transcript levels in both wildtype and *set-2* mutant animals (Figure 2C), confirming that the efficiency of RNAi was the same in both genetic contexts.

Condensin-II RNAi resulted in reduced fertility in both wildtype and mutant animals. Because many of these animals also showed egg-laying defects, we were unable to use the number of viable progeny as a read-out of germ cell production and quality in wildtype animals compared to mutants. We instead used visual scoring of the germlines, placing animals in one of two broad classes: “wildtype-like” or “abnormal” (Figure 2B,D). Germlines in the wildtype-like class consisted of nuclei undergoing all stages of meiotic progression as in wildtype, although the total number of germ cells was reduced, consistent with the severe under-proliferation observed in condensin-II mutants [39]. The second class defined as “abnormal” consisted of severely disorganized germlines containing fewer and larger nuclei, often showing more intense DAPI staining (Figure 2B,D). Using a lacO/lacI-GFP system composed of a stably integrated lacO array and a lacI::GFP fusion protein able to bind LacO repeats [44], we observed multiple spots in enlarged nuclei, revealing that these were aneuploid nuclei (Figure S3). The abnormal germline morphology of these mutants made it difficult to clearly distinguish different region of the germline, and individual cells could not be unequivocally assigned to a specific meiotic stage. Nuclei were sometimes connected by thin chromatin bridges (Figure 2B, arrow), consistent with the known involvement of condensin-II in chromosome segregation in the germline and soma [39,45].

RNAi knock-down of the condensin-II subunit *kle-2* in wildtype animals resulted in a comparable number of germlines falling in the wildtype-like and abnormal class (Figure 2B). *kle-2*(RNAi) in *set-2* mutant animals resulted in similar phenotypes, but there were significantly more germlines showing an abnormal phenotype, representing 80% of all germlines in blind scoring experiments. Similar results were observed following RNAi knock-down of the other condensin-II specific subunits, *hcp-6* and *capg-2,* and of *smc-4*, common to both condensin I and II complexes. In all conditions, phenotypes were consistently and significantly more severe in *set-2* mutant compared to wildtype animals (Figure 2D). Knock-down of the condensin-I specific subunits *capg-1* and *dpy-28*, or the condensin-I^DC^ subunit *dpy-27* [39,42,43], did not produce any apparent germline phenotype, either alone, or in the *set-2* mutant background (Figure 2D). The effectiveness of *capg-1*, *dpy-28* and *dpy-27* RNAi was confirmed by scoring the associated dumpy (Dpy) phenotype in wildtype and mutant animals (Figure S4; www.wormbase.com).

In summary, germline phenotypes resulting from condensin-II knock-down are significantly and reproducibly more severe in the absence of *set-2*, suggesting that *set-2* may act with condensin to shape meiotic chromosomes.

### 2.3. Loss of Set-2 Differentially Affects Germline and Somatic Phenotypes of the Condensin-II Mutant Hcp-6(mr17)

As an alternative to the RNAi knock-down approach above, we used *mr17*, a hypomorphic allele of the condensin-II subunit *hcp-6* that carries a missense mutation resulting in temperature-sensitive embryonic lethality due to chromosome segregation defects [45]. In their previous analysis, the authors identified this allele as a G to A transition at nucleotide position 3073 within the coding region, converting glycine 1024 to glutamic acid [45]. We could not confirm the presence of this mutation by resequencing. Instead, we identified a glycine to glutamic acid substitution at amino acid 683 within the HEAT repeat region of HCP-6 in 3 independent experiments (Figure 3A). The reasons for this discrepancy are not clear, but may reflect errors in sequencing in previous experiments.

Because the germlines of *hcp-6(mr17)* single and double mutants are severely disorganized at 25 °C (Figure S5A), we were unable to visually score distinct phenotypic classes in single compared to *hcp-6(mr17);set-2* double mutants, as we did for the RNAi experiments. However, we observed that *hcp-6(mr17)* mutants showed a significant reduction in the number of progeny laid at all temperatures tested (15, 20 and 25 °C) (Figure 3B), consistent with the essential role of condensin-II in germline chromatin organization and fertility [39]. As previously described [18], *set-2* single mutants showed reduced fertility. Brood size was further and significantly reduced in *hcp-6(mr17);set-2* double mutants compared to either of the single mutants at all temperatures (Figure 3B). The *hcp-6(mr17);set-2* double mutant phenotype was most severe at the non-permissive temperature of 25 °C: double mutants laid a mean of 30 embryos per animal, compared to 250–300 for wildtype. Therefore, germ cell viability is severely impacted in these animals, most likely reflecting germline chromosome segregation defects [39].

Defective germline nuclei in the *C*. *elegans* germline are eliminated by apoptosis [46]. Using the dye acridine orange to mark apoptotic cells [47], we observed as expected an increase in apoptosis in *brc-1/*BRCA1 mutants [47], while *set-2* single mutants were not affected (Figure 3C,D, [15]. The number of apoptotic corpses increased in *hcp-6* mutants, with a significant further increase in *set-2*;*hcp-6(mr17)* double mutants. Apoptosis may therefore actively eliminate germline nuclei containing chromosomal abnormalities, thereby contributing to the reduced fertility of these animals (Figure 3C,D). Alternative, or in addition, a decrease in the mitotic stem cell population may affect this phenotype. Altogether, these results further support a functional interaction between condensin-II and *set-2* in the germline.

The *hcp-6(mr17)* allele also allowed us to explore whether *set-2* genetically interacts with condensin-II in the soma. L4 animals raised at the permissive temperature of 15 °C were shifted to 20 °C and allowed to develop into adults, and their progeny scored. Under these conditions, the *hcp-6(mr17)* mutation resulted in greater than 85% embryonic lethality that was significantly reduced to 65% in *set-2*;*hcp-6(mr17)* double mutants (Figure S5B). The effect of *set-2* was not due to the suppression of cell division defects in these embryos*,* because *set-2*;*hcp-6(mr17)* surviving animals developed into adults showing phenotypes commonly associated with such defects, including uncoordinated behavior (unc) and sterility [48]. Together, these results suggest that *set-2* and condensin-II subunit *hcp-6* have distinct functional relationships in the soma and germline.

### 2.4. Functional Links between SET-2 and Chromosome Structural Protein TOP-2 in Germline Organization

Topoisomerase II is another major component of mitotic chromosome. When temperature-sensitive topoisomerase II mutants are used to bypass its essential requirement in mitosis, defects in chromosome condensation and segregation are observed in meiosis [49,50,51]. To explore whether *set-2* also interacts with *top-2* to ensure proper chromosome condensation in the germline, we constructed *set-2;top-2* double mutants using a recently described allele, *top-2(it7)*, that results in a temperature-sensitive chromosome segregation defects in male spermatogenesis [52].

*top-2(it7)* hermaphrodites that developed from animals shifted to the non-permissive temperature (24 °C) at the L1 larval stage had various defects in germline organization. 36% of adults contained normal germline arms whose size and developmental transitions were comparable to wildtype (Figure 4A). The remaining animals had either a smaller germline, such that germline bends were premature, or a germline atrophy phenotype with only a small population of mitotic germ cells. Animals that displayed germline atrophy were mostly devoid of germ cells at various stages of meiosis [27], and nuclei were larger in size, consistent with defects in chromatin compaction. Short and atrophied germlines with decompacted nuclei were significantly more abundant in *top-2(it7);set-2* double than in *top-2* single mutants, accounting for 65% of all germlines scored (n = 400) (Figure 4B). In addition, a minor fraction of germlines consisted of only mitotic germ cells (tumorous phenotype, data not shown). The extensive disorganization and decompaction of germline chromatin we observed in the majority of *top-2(it7);set-2* double mutants (Figure 4A,B) shows that chromatin architecture is significantly altered in the germline of these animals.

In wildtype oocytes, individual chromosomes appear as 6 condensed DAPI stained structures [28]. *top-2(it7)* mutants had a significant number of oocytes (67%) with more than 6 DAPI-stained bodies, and a smaller number (33%) with fewer (Figure 4C,D), consistent with the established role of topoisomerase II in sister chromatid cohesion [53]. A similar phenotype was observed in *top-2(it7);set-2* double mutants, suggesting that topoisomerase II acts independently of SET-2 in sister chromatid resolution. Altogether, our data suggest that SET-2 may contribute to the organization of pachytene chromosomes, together with condensin-II and Topo II.

### 2.5. Set-2 Inactivation Does Not Affect Germline Expression of Condensins, Topoisomerase, or Other Genes with a Known Role in Chromosome Structure or Segregation

To establish to what extent altered expression of condensins or other genes implicated in chromosome structure or segregation may contribute to the observed phenotypes of *set-2* mutant animals, we carried out RNA-sequencing (RNA-seq) on dissected gonads from *set-2/set-2* homozygotes derived from *set-2/+* heterozygous mothers. 

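RNA from dissected gonads was sequenced from 2 genotypes, wildtype and *set-2(bn129)*, with 3 libraries of each. Worms were dissected as young adults, 12 h after the L4 stage, and each sample held the gonads of 5 to 7 animals, cut at the elbow so that the distal part was kept. *bn129* is a mutant allele of *set-2*. Libraries were depleted of ribosomal RNA before sequencing. The authors mapped the reads to the worm genome, removed those with a low mapping quality, and deposited the number of reads counted on each gene in each library, without normalization. The total count was 25231478, 24814518 and 24983137 in wildtype replicates 1, 2 and 3, a median of 24983137, and 25234846, 23403396 and 30724547 in *set-2(bn129)* replicates 1, 2 and 3, a median of 25234846. Ribosomal RNA genes still held 13.6% to 14.9% of the counts in wildtype libraries and 8.06% to 10.6% in *set-2* libraries. Correlation of log2 expression across genes, which are not independent replicates, was 0.992 to 0.995 between libraries of one genotype and 0.976 to 0.982 between genotypes. Replicates differed by more than the sampling noise, with a chi-square of 9.30 to 28.6 per degree of freedom, so no library was counted as a copy of another. Genes with too few counts were left out by edgeR's filterByExpr, which kept 9431 genes, and libraries were scaled by TMM normalization. Genotypes were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (n = 3 libraries per genotype), and log2 fold changes are given as *set-2* over wildtype.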

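The *set-2* transcript (WBGene00004782) maps to chromosome III from 4922427 to 4930204 on WBcel235. Its normalized count was 3954 ± 160 (SD, n = 3) in wildtype and 2407 ± 154 (SD, n = 3) in mutant gonads, a log2 fold change of -0.71 (standard error 0.050, adjusted p = 2.9e-06 from edgeR's quasi-likelihood test), and it was lower in all 3 mutant libraries than in any wildtype library. At an adjusted p-value of 0.05 and a log2 fold change of 0.58 in either direction, 788 genes were lower and 659 genes were higher in *set-2* gonads. Over all 9431 genes tested, without regard to these thresholds, the 3 libraries of one genotype all lay above those of the other for 4985 genes, where chance gives 10% of genes. Of the alternatives tried, a log2 fold threshold of 1 was the one set in advance that moved these numbers most, to 439 genes lower and 397 genes higher.

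The largest rises among genes with at least 50 normalized counts in *set-2* gonads were those of *K09F6.6*, *cutl-23*, *acr-18*, *F08G5.3* and *ver-1*. *K09F6.6* (chromosome II, 2276742 to 2279305), whose exons overlap those of 1 other gene on the same strand, went from 15.7 ± 1.88 normalized counts (SD, n = 3) in wildtype to 240.2 ± 7.93 (SD, n = 3), a log2 fold change of 3.92 (standard error 0.17, edgeR adjusted p = 4.8e-08). *cutl-23* shares exon positions with a gene on the opposite strand. For the other 4 the log2 fold change lay between 3.21 and 3.71, from wildtype means of 5.35 to 17.1 normalized counts. Among the largest falls were *hsp-16.41* and *hsp-16.2*, members of a family of similar heat shock genes between which reads could be split. Both were at or under 3 counts in every *set-2* library, at least 71.9-fold and 63.6-fold lower than the wildtype mean. Their normalized wildtype counts varied from 92.0 to 286 and 88.9 to 296 between libraries, each lowest in replicate 1, so the bound against that library is lower. *hsp-70* fell by 4.97, *myo-2* fell by 4.87 and *myo-1* fell by 4.20 on the log2 scale, and their wildtype counts varied from 124 to 287, 123 to 347 and 132 to 468 between libraries, each lowest in replicate 1. Replicate 1 was also the lowest wildtype library for 94.1% of the listed muscle and intestine genes. Somatic tissue carried over at dissection in larger amounts in wildtype libraries is a candidate explanation of such falls. It was not told apart from a lower expression in *set-2* animals.

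**Figure D1:**
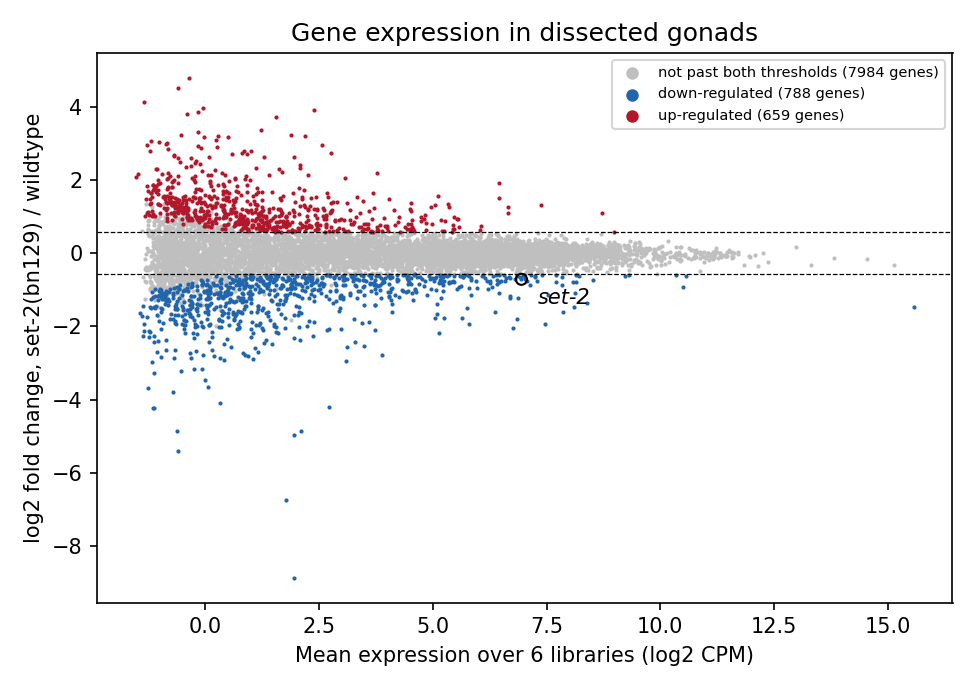
Each point is one of the 9431 genes tested, with its mean expression over the 6 libraries in log2 CPM on the x axis and its log2 fold change between *set-2(bn129)* and wildtype gonads on the y axis. Dashed lines mark 0.58 in either direction, the 788 down-regulated genes are blue and the 659 up-regulated genes are red, and most of both lie at low expression.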

At a p value at ≤0.05 and ±0.58 log2FC (1.5 fold), 251 genes were found to be down-regulated, and 182 were up-regulated (Table S1). This relatively small number of genes is consistent with results from expression profiling of COMPASS mutants in other species [20,21,22,23]. 

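Without the fold threshold, 3908 of the 9431 genes (41.4%) passed the adjusted p-value of 0.05, 1915 of them higher and 1993 lower in *set-2* gonads. Their median absolute log2 fold change was 0.37, and 2461 of them lay under the fold threshold. With the level of muscle and intestine genes as a covariate, chosen after the data were seen, 616 genes passed the adjusted p-value. Past both thresholds, 287 were then lower and 105 higher. That covariate differs between genotypes, so the fit also removes part of any genotype effect. Libraries of the genotypes differed in ribosomal RNA share as well, so not every difference need come from the loss of *set-2*. The authors' deposited table gives 9377 genes with a base mean over 10 and 3223 genes past an adjusted p-value, 1553 higher and 1670 lower. DESeq2's Wald test on the deposited counts with the same base mean limit, chosen after the data were seen, gave 3223 genes, of which 655 were lower and 485 higher by at least 0.58.

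Genes past both thresholds were unevenly spread over expression. When the genes tested were split into 5 equal classes by mean log2 CPM, 267 genes were down-regulated and 281 up-regulated in the lowest class, and 37 were down-regulated and 3 up-regulated in the highest. The share of misregulated genes was 29.1% in the lowest class, 30.8% in the class above it and 2.12% in the highest, with an odds ratio of 3.03 for the lowest class against the others (Fisher's exact test, two-sided, p = 4.5e-67; genes are not independent replicates). With no low count filter the odds ratio was 0, since the lowest class then held genes with next to no counts, and with DESeq2's Wald test it was 0.401 over the 11699 genes with a DESeq2 adjusted p-value and 1.64 over the 9431 genes above, the latter chosen after the data were seen. With at least 10 counts required in every library the odds ratio rose to 4.33. Across the fits that left out one library it was 1.997 to 2.58, lower than 3.03 in each of them and lowest without *set-2(bn129)* replicate 3. By contrast, the share past the adjusted p-value alone rose from 29.1% to 48.6% between the lowest and the highest class.

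**Figure D2:**
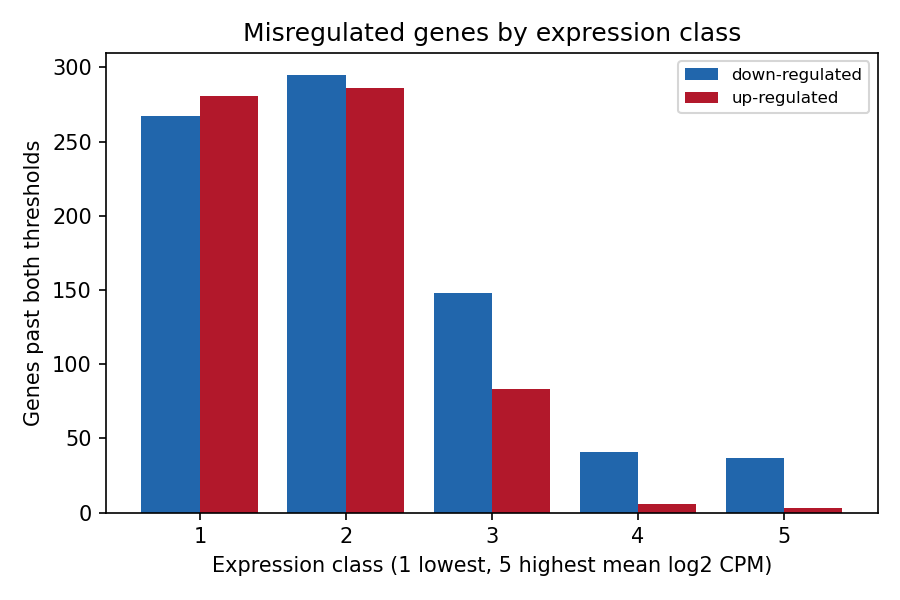
Number of down-regulated (blue) and up-regulated (red) genes in 5 equal expression classes of the 9431 genes tested, from class 1 with the lowest mean log2 CPM to class 5 with the highest. The bars are highest in class 2, with 295 and 286 genes, and lowest in class 5, with 37 and 3 genes.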

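Expression was examined for the 9 condensin genes *smc-4*, *mix-1*, *kle-2*, *hcp-6*, *capg-2*, *capg-1*, *dpy-26*, *dpy-28* and *dpy-27*, and for *top-2*, which encodes topoisomerase II. None of these 10 genes passed both thresholds, in the main comparison or in any of its 15 alternatives. In the condensin list, 5 genes passed the adjusted p-value over all genes tested, 6 genes when adjusted over the list alone, and 7 genes an unadjusted p-value of 0.05. The condensin-II subunit *kle-2* (WBGene00016202, chromosome III, 7941717 to 7945593 on WBcel235), whose exons overlap a gene on the opposite strand, had 4625 ± 186 normalized counts (SD, n = 3) in wildtype and 5427 ± 84.4 (SD, n = 3) in *set-2* gonads. This is a log2 fold change of 0.23 (standard error 0.039, edgeR adjusted p = 8.4e-04). *dpy-26* (chromosome IV, 12445801 to 12451335) rose by 0.21 on the log2 scale (standard error 0.036, edgeR adjusted p = 0.0010), and every *set-2* library lay above every wildtype library for both genes. *capg-2* was higher by 0.13 on the log2 scale, while *capg-1* fell by 0.12 and *dpy-28* fell by 0.13, and the adjusted p-value of each of these 3 genes rose over 0.05 when replicate 1 or 2 of either genotype was left out, to between 0.071 and 0.13. With DESeq2's Wald test *capg-1* and *dpy-28* did not pass (adjusted p = 0.068 and 0.056), which leaves 3 condensin genes past the adjusted p-value, nor did they with upper quartile normalization (0.071 and 0.058) or with no low count filter (0.12 and 0.055). *mix-1* and *hcp-6*, higher by 0.09 each, passed 0.05 without *set-2(bn129)* replicate 1 (edgeR adjusted p = 0.039 and 0.015) and with no low count filter (0.049 and 0.036), and *mix-1* with upper quartile normalization (0.034). *smc-4* (chromosome III, 4587501 to 4593124) had 13492 ± 234.9 normalized counts (SD, n = 3) in wildtype and 13303 ± 598 (SD, n = 3) in *set-2* gonads, a difference within the spread between replicates. *top-2* (chromosome II, 11875148 to 11880588) had 26745 ± 978 normalized counts (SD, n = 3) in wildtype and 27347 ± 1602 (SD, n = 3) in *set-2* gonads (edgeR adjusted p = 0.64). Single libraries decided the direction of 3 genes, since the log2 fold change was 0.019 for *smc-4* without *set-2(bn129)* replicate 1, -0.039 for *dpy-27* without replicate 2 and -0.0059 for *top-2* without replicate 3 of the same genotype. Over the condensin list, the 95% confidence intervals reached from -0.23 to 0.32. Of 83 other genes with functions in chromosome structure or segregation, 0 were misregulated, while 36 passed the adjusted p-value alone (36 when adjusted over the list alone, 43 at an unadjusted p-value), 24 of them higher and 12 lower in *set-2* gonads. Over all genes tested, 41.4% passed the adjusted p-value alone, close to the share in this list. Of all genes in expression classes 4 and 5, only 2.49% and 2.12% were misregulated. A list of well-expressed genes would therefore hold few misregulated genes in any case. Outside this list, *sdc-3*, which acts with condensin in dosage compensation, had a log2 fold change of -2.04 (edgeR adjusted p = 3.1e-07). It was chosen after its value was seen.

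**Figure D3:**
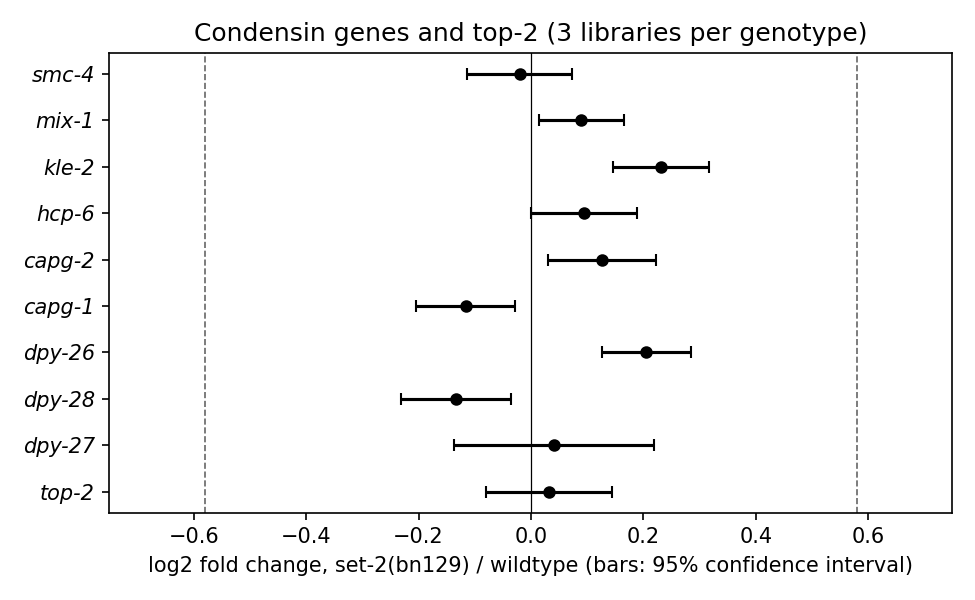
Log2 fold change between *set-2(bn129)* and wildtype gonads of the 9 condensin genes and *top-2* (points), with 95% confidence intervals (bars) from 3 libraries per genotype. Dashed lines mark 0.58 in either direction, and none of the intervals reaches them.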

Condensin subunits, topoisomerase, and other genes with known functions in chromosome structure or segregation were absent from our list of misregulated genes. These analyses suggest that the chromosome organization defects we observe in *set-2* mutant germlines are unlikely to simply reflect decreased expression of these genes, although we cannot formally exclude smaller, additive effects on the transcription of these or other genes in single or double mutants. In addition, because transcription has emerged as a major contributor to chromatin architecture [54,55], small alterations in gene expression patterns in *set-2* mutant germlines may also contribute to changes in chromatin architecture in these mutants.

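As a set, the 83 chromosome structure and segregation genes had a median log2 fold change of 0.03, with 47 higher and 36 lower in *set-2* gonads. The set test camera gave a p-value of 0.074, both with a preset correlation of 0.01 and with the correlation estimated, and of 0.045 without *set-2(bn129)* replicate 2, while the rotation test fry gave 9.0e-04. Single genes of the list changed by between -0.29 and 0.43 on the log2 scale, and their 95% confidence intervals reached from -0.44 to 0.51, so that a change of 0.58 was outside the interval of every gene of the list. The 9 condensin genes had a median log2 fold change of 0.09, with a camera p-value of 0.25 and a fry p-value of 0.087. From the absence of these genes among the misregulated genes, the paper proposes that the chromosome organization defects are unlikely to come simply from decreased expression of these genes, and leaves open smaller, additive effects.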

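Small changes were also measured for other chromatin genes that the paper names. *set-16* (WBGene00011729, chromosome III, 13643916 to 13656637 on WBcel235), encoding another H3K4 methyltransferase, fell by 0.31 on the log2 scale (standard error 0.071, edgeR adjusted p = 0.0049). *met-2* rose by 0.18 (standard error 0.034, edgeR adjusted p = 0.0017) and *hpl-2* by 0.15 (standard error 0.040, edgeR adjusted p = 0.013), the latter with an adjusted p-value of 0.057 without wildtype replicate 2. *brd-1* was higher by 0.12, with an edgeR adjusted p-value of 0.028 that rose to 0.095 without wildtype replicate 1, 0.063 without wildtype replicate 2, 0.058 and 0.054 without *set-2(bn129)* replicates 1 and 2, and 0.084 with DESeq2's Wald test. *cfp-1*, *rbr-2* and *brc-1* differed by -0.05, -0.05 and 0.03 on the log2 scale, with adjusted p-values of 0.27, 0.32 and 0.65, and their libraries overlapped between genotypes. Exons of *cfp-1* and *rbr-2* overlap those of another gene. The 2 qPCR reference genes, *cdc-42* and *pmp-3*, both of which share exon positions with a gene on the opposite strand, had lower counts in *set-2* gonads (log2 fold changes of -0.12 and -0.10, edgeR adjusted p = 0.018 and 0.079). The adjusted p-value of *cdc-42* was 0.058 without wildtype replicate 3, 0.054 and 0.055 without *set-2(bn129)* replicates 2 and 3, and 0.0996 with no low count filter.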

### 2.6. Loss of COMPASS Targeting Subunit CFP-1 Results in Similar Chromatin Organization Defects as Loss of SET-2

To establish whether SET-2 contributes to germline chromatin organization in the context of COMPASS, we next asked whether other subunits of the complex also enhance the germline defects resulting from condensin-II knockdown. As observed for *set-2*, inactivation of *cfp-1* using either the knock-out allele *tm6369* or RNAi, resulted in a strong decrease in H3K4me3 in both the germline and soma [16,18,56,57] (Figure S7A). The number of animals with an abnormal germline phenotype following RNAi of *smc-4*, targeting condensin-I and -II, or *kle-2*, targeting condensin-II only, was largely increased in *cfp-1* mutants compared to wildtype (Figure 5A). FLIM-FRET analysis of *cfp-1* mutants expressing H2B-2FP showed a significant nanoscale decompaction of pachytene chromatin (Figure 5B), further supporting a role for COMPASS in chromosome organization.

H3K4me3 is removed by the well-conserved lysine demethylase RBR-2/KDM5 [58,59], which like *set-2* is required to maintain germline immortality at high temperatures [59]. We found that absence of RBR-2 activity in the *rbr-2(tm1231)* deletion allele [59] did not enhance germline defects resulting from either *kle-2* or *smc-4* (RNAi) (Figure 5A). qRT-PCR analysis confirmed that although the overall efficacy of RNAi varied between independent experiments, RNAi efficacy was comparable in wildtype, *cfp-1* and *rbr-2* mutants within the same experiment (Figure S7B). Furthermore, the percentage of animals with a strong phenotype was similar in all three experiments (Figure S7C), consistent with depletion of condensin-II below a threshold level being sufficient to provoke defects in chromosome organization [60]. Therefore, contrary to COMPASS inactivation, increasing H3K4 methylation levels in *rbr-2* mutants has no obvious impact on germline chromatin organization by this assay.

## 3. Discussion

Using two different experimental approaches, we found that in the *C. elegans* germline COMPASS contributes to the organization of chromosome architecture. First, using quantitative tagged-histone FLIM-FRET analysis we show that chromatin compaction at the nucleosomal level is strongly reduced in live animals that lack COMPASS subunits SET-2 or CFP-1. Second, we demonstrate that chromatin compaction defects in germline nuclei following knock-down of condensin-II or topoisomerase II are aggravated in the absence of COMPASS. Combined, these findings suggest a role for COMPASS in shaping chromosome architecture in *C. elegans.*

Although we cannot rule out that the defects in chromatin organization reflect a role for SET-2 in regulating the expression of relevant genes, our transcriptional profiling does not support such a model. Rather, we propose that COMPASS plays a more direct role in meiotic chromosome organization. We also consider a physical link between COMPASS and condensin unlikely, since we found no evidence for such an interaction in extensive proteomics analysis [19].

A current model proposes that condensin complexes topologically shape mitotic chromosomes through a loop extrusion process [61], with condensin-I and -II forming arrays of helical consecutive loops in mitotic cells [62]. However, the observation that chromosomes still maintain a certain degree of structure in the absence of both condensins suggests that additional mechanisms and factors may be involved, including histone modifying complexes and the associated modifications [60,63,64,65,66,67,68]. Using the same FLIM-FRET imaging approach implemented here, we previously showed that condensin complexes contribute to the nanoscale compaction of chromatin in the *C. elegans* germline [31]. Depletion of condensin-II only affected highly compacted regions, while depletion of condensin-I affected both highly- and lowly- compacted regions [31], similarly to loss of *set-2*. Because FRET in our system most likely results from clustering of distant regions from the same or different chromosomes, we propose that SET-2*,* and to a larger extent COMPASS, may contribute to the structural organization of meiotic chromosomes in a manner similar to Condensin-I. Because loss of the H3K9 methyltransferase MET-2 and the HP1 (Heterochromatin-Protein1) homolog HPL-2 resulted in a similar decrease in chromatin compaction measured by FLIM-FRET [31], some of the effects reported here may reflect altered H3K9 methylation patterns and heterochromatin distribution in the germline of *set-2* mutant animals [17]. Our previous observation that *set-2* inactivation does not enhance *hpl-2* germline defects also argues against loss of *set-2* generally enhancing germline defects associated with loss of chromatin associated factors [57].

In mammals, partial inactivation of condensin-II results in relatively moderate defects in chromosome structure, in contrast to the more severe defects resulting from its complete inactivation [40,64,69]. Using a similar approach, we found that the chromosome organization defects resulting from knockdown of condensin-II are significantly aggravated in the absence of *set-2* or *cfp-1*, consistent with COMPASS contributing to proper meiotic chromatin architecture together with condensin-II. We further confirmed that COMPASS and condensin-II functionally interact in the germline by showing that reduced fertility of the hypomorphic allele *hcp-6*(*mr17*) is aggravated in the absence of *set-2*. Interestingly, by resequencing the *hcp-6*(*mr17*) allele, we identified a mutation within one of the α-helical HEAT repeats of HCP-6, supporting their functional importance in condensin recruitment to chromatin [70,71,72].

We also found that *set-2* partially suppressed the embryonic lethality of *hcp-6*(*mr17*) mutants at the non-permissive temperature, an effect that may be due in part to the elimination of defective germ cells by increased apoptosis in *set-2;hcp-6* double mutant germlines. We note that mutations in the BRCA1 homologs *brc-1* or *brd-1* are also able to partially suppress the embryonic lethality of *hcp-6*(RNAi) animals, possibly reflecting a role for BRC-1/BRD-1 in the formation of toxic chromatin bridges when chromosome condensation is defective [73]. *set-2* may also be involved in a similar process in embryos.

Further insight into a likely role of SET-2 in chromatin architecture comes from the observation that its inactivation also enhanced the chromosome organization defects of *top-2* conditional mutants. In *C. elegans*, TOP-2 localization along mitotic chromosomes is thought to constrain chromosome length by modulating chromatin loops [74]. Topoisomerase II also localizes along the chromosome axes of meiosis I chromosomes, both in yeast and mammals [51,75,76]. Our results suggest that it may play a similar structural role in organizing *C. elegans* germline nuclei in cooperation with SET-2.

Based on our data, we propose that COMPASS contributes to the shaping of meiotic chromosomes, together with structural components condensin-II and topoisomerase II (Figure 6). Meiotic chromosomes are organized as linear loop arrays around a proteinaceous chromosome axis [77,78,79,80], with H3K4me3 emanating radially in similar structures that contribute to the shaping of meiotic chromosomes [81]. Furthermore, in mouse spermatocytes local interactions between linear loops are thought to reflect clustering of highly transcribed loci [82]. Based on these observations, we propose that the presence of COMPASS at transcription sites could potentially contribute to the organization of chromatin in these clusters, either through the recruitment of an H3K4me3 reader [83], through modifications in the chromatin landscape brought about by SET-2 dependent changes in gene expression [54,55], or through the recruitment of additional proteins [19]. Future experiments will investigate these non-mutually exclusive mechanisms.

## 4. Conclusions

Our studies highlight an important role for the evolutionarily conserved COMPASS complex in chromosome organization in the *C. elegans* germline. Deciphering the mechanism whereby chromatin-associated factors and histone post-translational modifications affect chromatin architecture in meiosis will be an important area of future study.

## 5. Methods

### 5.1. Nematode Maintenance and Strains

Unless otherwise noted, animals were propagated under standard conditions at 20 or 15 °C [85] on NGM plates (Nematode Growth Medium) seeded with the *Escherichia coli* strains OP50 or HT115 for RNAi experiments. N2 Bristol was used as the wildtype control strain. Strains used were as follows:

*hcp-6(mr17)* I (PFR656), *set-2(bn129)* III/qC1 (PFR510), *hcp-6(mr17)* I; *set-2(bn129)* III (PFR651), *cfp-1(tm6369)* IV (PFR588), *brc-1(tm1145)* III (DW102), *rbr-2(tm1231)* IV (PFR394), oxIs279[Ppie 1::GFP::H2B + *unc-119*(+)] II; *unc-119(ed3)* III (EG4601), oxI*s279*[P*pie-1*::GFP::H2B + *unc-119*(+)] II; *set-2(bn129)* III (PFR326), *oxIs279*[P*pie-1*::GFP::H2B + *unc-119*(+)] II; *cfp-1(tm6369)* IV (PFR667), oxSi487 [mex-5p::mCherry::H2B::tbb-2 3’UTR::*gpd-2* operon::GFP::H2B::*cye-1* 3’UTR + *unc-119*(+)] II; *unc-119(ed3)* III (EG6787), *oxSi487* [mex-5p::mCherry::H2B::tbb-2 3’UTR::*gpd-2* operon::GFP::H2B::cye-1 3’UTR + *unc-119*(+)] II; *set-2(bn129)* III (PFR659), oxSi487 [*mex-5*p::mCherry::H2B::*tbb-2* 3’UTR::*gpd-2* operon::GFP::H2B::*cye-1* 3’UTR + *unc-119*(+)] II; *cfp-1(tm6369)* IV (PFR666), *unc-119*(ed3) III; *top-2(it7)* II (PFR704), *top-2(it7)* II; *set-2(bn129)* III (PFR705)

### 5.2. Worm Preparation for Live-Imaging

For FRAP and FLIM-FRET acquisitions, single worms (24 h post-L4 stage) from an unsynchronized population were picked to an unseeded 1xNGM plate to wash off bacteria and were subsequently transferred onto a glass slide in a drop of egg buffer (118 mM NaCl, 48 mM KCl, 2 mM CaCl_2_^*^2H_2_O, 2 mM MgCl_2_^*^6H_2_O, 25 mM HEPES pH 7.3). Worm gonads were extruded by microdissection using a 23G syringe and immediately covered with a coverslip, sealed with nail varnish.

### 5.3. FLIM-FRET Data Acquisition

FLIM-FRET measurements were carried out on wt, *set-2(bn129) and cfp-1(tm6369)* mutant strains GFP-H2B (donor alone: GFP-H2B protein) and H2B-2FPs (donor and acceptor: GFP-H2B and mCherry-H2B). FLIM was performed using an inverted laser scanning multi-photon LSM780 microscope (Carl Zeiss Microscopy GmbH-Jena, Germany) equipped with an environmental black-walled chamber. Measurements were performed at 20 °C with a 40× oil immersion lens, NA 1.3 Plan-Apochromat objective, from Zeiss. Two-photon excitation was achieved using a tunable Chameleon Ultra II (680–1080 nm) laser (Coherent, Inc. Santa Clara, CA 95054, USA) to pump a mode-locked, frequency-doubled Ti:sapphire laser that provided sub-150-fs pulses at an 80-MHz repetition rate. GFP and mCherry fluorophores were used as a FRET pair. The optimal two-photon excitation wavelength to excite the donor GFP was determined to be 890 nm [30]. Laser power was adjusted to give a mean photon count rate of about 7 × 10^4^–10^5^ photons per second. Fluorescence lifetime measurements were acquired over 60 s. Detection of the emitted photons was achieved through the use of an HPM-100 module (Hamamatsu R10467-40 GaAsP hybrid photomultiplier tube [PMT]). And fluorescence lifetimes were calculated for all pixels in the field of view (256 × 256 pixels). The fluorescence lifetime imaging capability was provided by time-correlated single- photon counting (TCSPC) electronics (SPC-830; Becker & Hickl, Berlin, Germany). TCSPC measures the time elapsed between laser pulses and the fluorescence photons. Specific regions of interest (e.g., full gonad or pachytene nuclei) were selected using SPCImage software (Version 7.3; Becker & Hickl GmbH-Berlin, Germany). For the FRET analysis, we performed a manual segmentation by outlining pachytene nuclei to prevent any potential contribution of autofluorescence lifetime [86].

### 5.4. FLIM-FRET Analysis

FLIM measurements were analyzed as described previously [31] using SPCImage software (Becker & Hickl GmbH-Berlin, Germany). Briefly, FRET results from direct interactions between donor and acceptor molecules [87] and causes a decrease in the fluorescence lifetime of the donor molecules (GFP). The FRET efficiency (i.e., coupling efficiency) was calculated by comparing the fluorescence lifetime values from FLIM measurements obtained for GFP donor fluorophores in the presence and absence of mCherry acceptor fluorophores. The FRET percentage images were calculated such as, *E FRET* = 1 − (τ*DA*/τ*D)*, where τDA is the mean fluorescence lifetime of the donor (GFP-H2B) in the presence of the acceptor (mCherry-H2B) expressed in *C. elegans*^H2B−2FPs^, and τD is the mean fluorescence lifetime of the donor (GFP-H2B) expressed in *C. elegans*^GFP-H2B^ in the absence of the acceptor. In the non-FRET conditions, the mean fluorescence lifetime value of the donor was calculated from a mean of the τ_D_ by applying a mono-exponential decay model to fit the fluorescence lifetime decays.

### 5.5. Condensin RNAi Knockdown

Bacterial clones expressing RNA targeting condensin-I and -II subunit were from the *C. elegans* RNAi collection (Ahringer laboratory-Source BioScience, Nottingham, UK). Inserts from each RNAi clone were amplified by PCR on isolated colonies, with a single primer in the duplicated T7 promoter (5′ TAATACGACTCACTATAGGG 3′), then sequenced using the primer 5′ GGTCGACGGTATCGATAAGC 3′. RNAi clones were cultured in LB liquid medium supplemented with 50 µg/mL Ampicillin for 18 h at 37 °C, IPTG was then added (1mM final), and cultures grown an additional 2 h 30 min at 37 °C. NGM plates complemented with IPTG (1 mM) were seeded with 300 μL of bacterial culture. Synchronized L1 were placed on RNAi plates and grown to adulthood.

### 5.6. RNA Isolation and qRT-PCR Analysis

Synchronized L1 wildtype or *set-2(bn129)* mutant worms were grown on empty vector L4440 or *kle-2* or *capg-1* RNAi to adult staged worms at 20 °C and harvested. Total RNA was isolated using NucleoZol (Macherey Nagel GmbH, Düren, Germany; #740404-200) and NucleoSpin (Macherey Nagel GmbH, Düren, Germany; #40609). RNA was reverse transcribed using cDNA transcriptor (Roche, #5893151001). Quantitative PCR analysis was performed on CFX Connect (Bio-rad, Hercules, CA 94547, USA) with SYBR Green RT-PCR (Roche, Basel, Switzerland; #4913914001). Melting curve analysis was performed for each primer set to ensure the specificity of the amplified product and with an efficiency of 2. *pmp-3* and *cdc-42* were used as the internal controls so that the RNA level of each gene of interest was normalized to the levels of *pmp-3* and *cdc-42*. qRT-PCR were performed on three biological replicas in technical duplicates. Statistical analysis was performed using an unpaired *t*-test. Primers used were:

*pmp-3*: 5′ GTTCCCGTGTTCATCACTCAT 3′-5′ ACACCGTCGAGAAGCTGTAGA 3′

*cdc-42*: 5′ CTGCTGGACAGGAAGATTACG 3′-5′ CTCGGACATTCTCGAATGAAG 3′

*kle-2:* 5′ GAGAAAACGGACAGCTCGTGTG 3′-5′ CGTCATATTCAGCTCCGAGGGT 3′

*capg-1:* 5′ TCGAATTGGCCAGTAGATGC 3′-5′ ACTGCAACAAGTCGGCATTC 3′

### 5.7. Hoechst Staining on Dissected Germlines

Germlines from condensin RNAi knock-down animals were dissected on L-polylysine coated slides in a drop of dissection buffer (0.4× M9 and Levamisole 20 mM). After removing dissection buffer using a drawn capillary, gonads were fixed in 11 μL of 3% paraformaldehyde for 5min. Slides were washed in 1× PBS 0.2% Tween 20 plus 5 μg/mL Hoechst 33342 (Sigma Aldrich, #861405, St. Quentin Fallavier, France) for 10 min, then twice in 1× PBS 0.2% Tween 20 for 10 min, and mounted in mounting media (1× PBS, 4% n-Propyl-Gallate, 90% DE Glycerol). Z-stack images (0.25 μm slices) of germlines were acquired using a Zeiss LSM710 inverted confocal microscope with a 40× oil immersion objective.

### 5.8. DAPI Staining on Whole Animals

For scoring topo II mutant germlines, adult animals were stained as previously described [88] with minor modifications. Briefly, animals were collected and washed once in 1× M9, fixed 15 min in −20 °C methanol, and washed twice in 1× PBS with 0.1% Tween 20^®^ (Sigma Aldrich, #P1379, St. Quentin Fallavier, France). 25 μL Fluoroshield plus DAPI (Sigma Aldrich, #F6057, St. Quentin Fallavier, France) was added directly to 50 mL of worm pellet, followed by mounting for fluorescent microscopy. Observation were made on an AxioImager A2 (Carl Zeiss Microscopy GmbH-Jena, Germany) with Plan Apochromat 63×/1.4 oil DIC or EC plan Neofluar 20×/0.5 objectives.

### 5.9. Scoring of Germline Phenotypes

Blind scoring was carried out using AxioImager A2 (Carl Zeiss Microscopy GmbH-Jena, Germany) with EC plan Neofluar 20×/0.5 objectives. For condensin RNAi knock-down, the “abnormal phenotype” was defined as germlines containing fewer, abnormally sized and unevenly distributed nuclei, as well as macro nuclei with strong DAPI signal, as previously described [39]. “wildtype-like” includes germlines that mostly resembled wildtype and sometimes contained a few macro nuclei with strong DAPI signal. For each experiment, at least 200 germlines were scored for each genotype, and at least 3 independent biological replicates were performed. For experiments with the *top-2(it7)* allele, wildtype, *set-2(bn129)* and *top-2(it7)* single, and *set-2(bn129);top-2(it7)* double mutants were synchronized at the L1 stage at 15 °C, then transfer on plates seeded with OP50 at 24 °C and allowed to develop to adulthood. Adults were recovered in 1× M9 and DAPI stained as described in DAPI staining on whole animals. Germlines were place in phenotypic categories based on [89]. Data were collected from 3 independent experiments.

### 5.10. Sequencing and Mapping of the Hcp-6(mr17) Mutation

Genomic DNA from wildtype animals (N2) and from strains bearing the *hcp-6(mr17)* mutation was amplified using a high-fidelity polymerase (Phusion^®^, NEB #M0530S, Ipswich, MA, USA) and the following primer pairs:

5′ ATAGTCAACCTCGATTGCTGGCTG 3′-5′ GAGGGCGAATAAGTCTTCCGTAAG 3′

5′ GGAGTTTCTGCTGCCAGTAGTTAT 3′-5′ TGTGGATAAACGTGGCGATA 3′

5′ GATCGTTGGAGCGATTTACGGATC 3′-5′ TGTGGATAAACGTGGCGATA 3′

5′ GATCGTTGGAGCGATTTACGGATC 3′-5′ CTTTCTGGCATGTTCAGTGACGTC 3′

5′ GAAATCCCGAAGCAAGAGAG 3′-5′ GTCCATGTGAGATCCGATGAGT 3′

5′ GAAATCCCGAAGCAAGAGAG 3′-5′ CTTTCTGGCATGTTCAGTGACGTC 3′

5′ TGGCTTCACACCTTGATCTCGATG 3′-5′ TCTTCATCGTGACCAACTCCAACC 3′

5′ TCTCAACGTGGCATCTGAAG 3′-5′ GCGTGTCGACGAACAATAAC 3′

5′ GTTCGGAATGACGCAAAACT 3′-5′ CACAGTTTTCTCCGCATCAACATG 3′

5′ CACTGAAATGCGCCTTAATCCTCC 3′-5′ TGATATGGGAGGAGCTGTGAAGGA 3′

For each DNA fragment amplified by PCR, both forward and reverse primers were used in the sequencing reactions. The presence of the *mr17* mutation was confirmed in 7 independent sequencing reactions from independent isolates. 2 independent reactions from wildtype animals were used as reference.

### 5.11. Brood Size and Embryonic Lethality Assays

To score fertility and embryonic lethality, 10 to 11 individual L4 hermaphrodites grown at 15 °C were picked and transferred to individual plates at either 15, 20 or 25 °C. Animals were transferred on new plates until they stopped laying eggs, and the number of eggs on individual plates scored each day. After 24 h, unhatched eggs and live progeny were scored. Embryonic lethality represents the number of unhatched eggs, divided by the total number of total eggs laid. Experiments were repeated 3 times each.

### 5.12. Visualization of Apoptotic Cells in the Germline

Acridine Orange (Sigma Aldrich #A9231, St. Quentin Fallavier, France) was used to visualized apoptotic cells in the germline of live animals as previously described [90]. Briefly, L4 hermaphrodites grown at permissive temperature (15 °C), were placed on NGM plates at the restrictive temperature of 20 °C during 18 h. 1ml of Acridine Orange diluted at a final concentration of 50 μg/mL in M9 buffer was added to the plates and incubated for 2 h in the dark. Stained animals were transferred to a fresh NGM plates seeded with OP50 and incubated for 2 h in the dark in order to remove stained bacteria in the intestine. Animals were placed on 4% agar pad in a drop of 10 mM levamisole (Sigma Aldrich #L9756, St. Quentin Fallavier, France) diluted in M9 buffer, a coverslip was placed on top and sealed with nailed polish. Z-stack images of the posterior gonad were acquired using a Zeiss LSM710 inverted confocal microscope with 40× oil Immersion objective. Z-stack of germlines were acquire every 0.5 μm, images correspond to a projection using Max intensity method using Fiji [91]. At least 20 gonads were imaged for each genotype.

### 5.13. RNA Sequencing of Dissected Gonads

Gonad dissections and extractions were performed as in [17]. Briefly, prior to dissection worms were placed on NGM plates without food to expel bacteria from the gut. Gonads of 5 to 7 young adults at the L4 stage + 12 h were dissected in dissection buffer (Egg Buffer1.1 × (HEPES pH 7.3 25 mM, NaCl 118 mM, KCL 48 mM, CaCl_2_ 2 mM, 2 mM MgCl_2_), 0.5 mM Levamisole, 0.1% Tween 20) on slides. Extruded gonads were cut at the elbow and the distal part recovered using a drawn capillary and transferred to 30 µL of ×B extraction buffer (Kit Picopure, Life Technology, # 12204-01, Carlsbad, MA, USA), frozen in liquid nitrogen and stored at −80 °C. For RNA preparation tubes were thawed, the volume of XB extraction buffer adjusted to 100 μL, and RNA purified using the PicoPure kit (Life Technology, # 12204-01) according to the manufacturer’s instructions. Elution was in 13 μL of nuclease-free water. The integrity of RNA was evaluated using Tape Station 4200 (Agilent, Santa Clara, CA, USA), and the concentration of RNA measured using DropSense 96 (Unchained Labs, Pleasanton, CA, USA). Construction of rRNA depleted libraries was carried out at the GenomEast platform (IGBMC, Strasbourg, France), and sequencing by an Illumina Hiseq 4000 device.

Bioinformatic analysis was carried out under Galaxy [92]. Sequence reads were mapped onto the reference genome (WS254) with the RNA-STAR tool (Version 2.4.1d). Sequences with a quality of cartography lower than 10 were removed with SAMtools (Version0.1.19). The expression level of each gene for each sample was calculated with htseq-count (Version 0.7.2). Differential analysis of gene expression between the different strains was carried out with the DESeq2 package version 1.16.1 [93] under R version 3.4.4. Additional analyzes were performed with R. Data may be viewed at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146932.

## Figures and Tables

**Figure 1:**
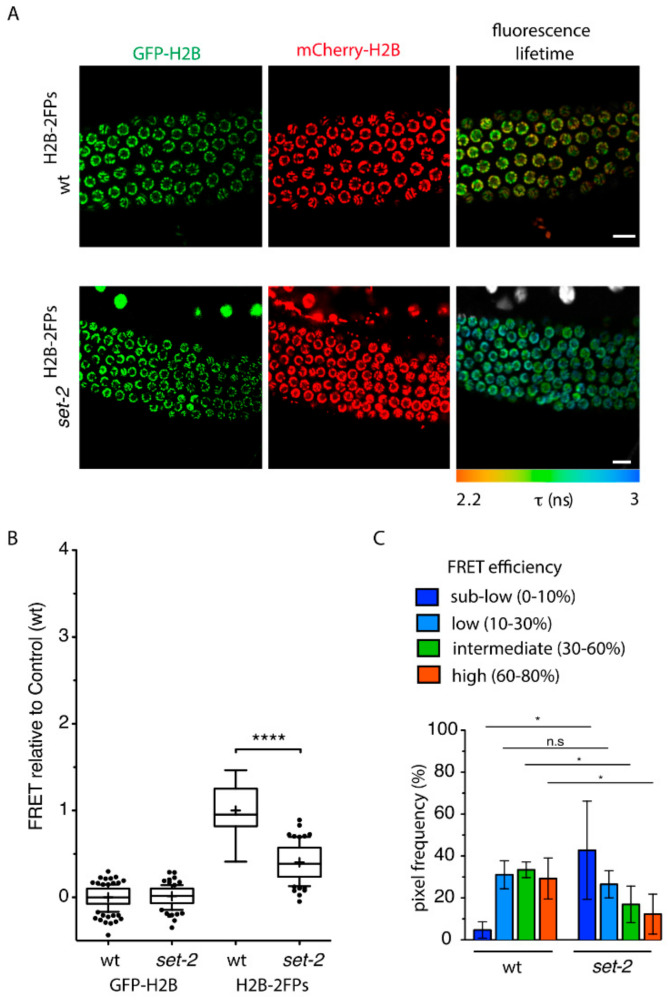
*set-2* inactivation influences nanoscale chromatin compaction in the germline. (**A**) Representative confocal images of pachytene-stage germ cells expressing GFP-H2B (green) and mCherry-H2B (red) fluorescent proteins from wildtype (wt ^H2B−2FPs^) (top) or *set-2(bn129)* ^H2B−2FPs^ mutant animals. The corresponding fluorescence lifetime images revealed the spatial distribution of the mean fluorescence lifetime (τ) at each pixel of the region of interest. Fluorescence lifetime values are represented using a continuous pseudo-color scale. Scale bars, 10 μm. (**B**) Graph box-and-whisker plots of the mean FRET efficiency relative to control (wt) showing that *set-2* nuclei show reduced chromosome compaction. The mean FRET value is indicated by a cross in each box. **** *p* < 0.0001 (two-tailed unpaired *t* test). (**C**) Histogram plots showing the relative fraction of FRET populations (sub-low, low, intermediate, and high) from wt and *set-2(bn129)* pachytene nuclei. The FRET populations represent the different levels of compaction as defined previously [31]. * *p* < 0.05; (two-tailed unpaired *t* test); n.s, non-significant. n = 5 gonads (approx. 350 nuclei) for wt, n = 6 gonads (approx. 430 nuclei) for *set-2(bn129).*

**Figure 2:**
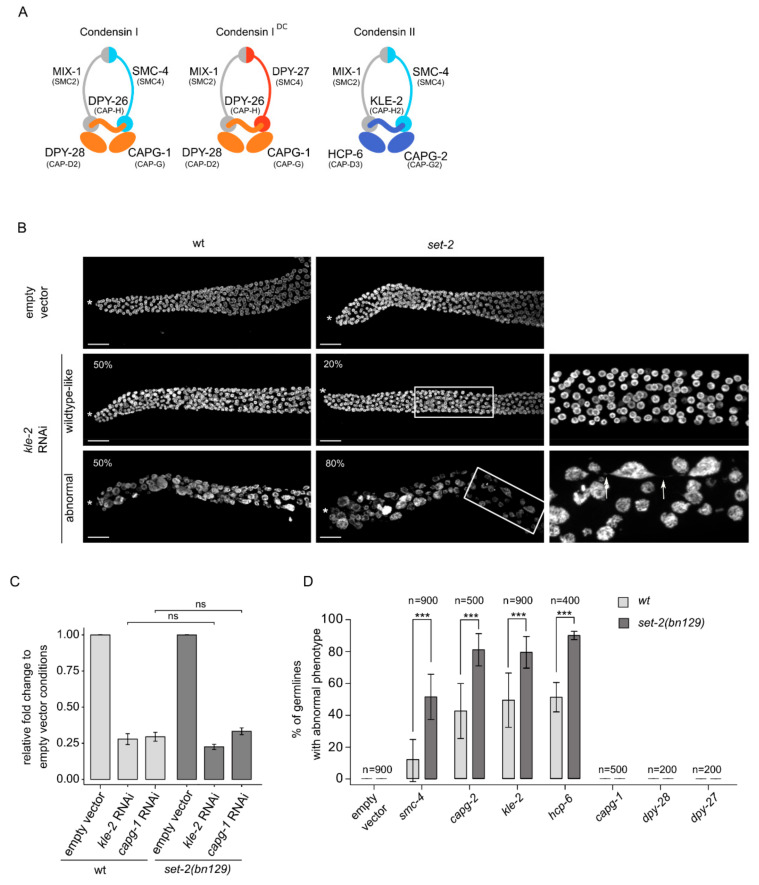
*set-2* inactivation enhances condensin-II depletion phenotypes. (**A**) *C. elegans* condensin subunits and their vertebrate homologs. (**B**) Confocal images of DAPI-stained distal germline region from wildtype and *set-2(bn129)* animals treated with empty vector or *kle-2* RNAi. (*) marks distal end of the gonad. Representative images show examples of “wildtype-like” and “abnormal” phenotypes, with their presence indicated as percentage (%) of total (n = 900, from 9 independent biological replicates) (scale bar, 20 μm). Arrow indicates the presence of chromatin bridge (scale bar, 10 μm). Images correspond to a Max intensity projection using using Fiji. (**C**) *kle-2* and *capg-1* mRNA levels in wildtype and *set-2(bn129)* mutant animals after RNAi directed against the respective genes. Relative fold change was calculated with respect to empty vector condition, following normalization with *pmp-3* and *cdc-42*. [*] *p* < 0.05 *t*-test. (**D**) Percentage of germlines with “abnormal” phenotype after RNAi directed against condensin-II (*smc-4*, *capg-2*, *kle-2* and *hcp-6*), condensins I (*capg-1*, *dpy-28*) and condensin I^DC^ (*dpy-27*) in wildtype or *set-2(bn129)* mutants. n = number of animals scored from 9 independent experiments for *smc-4* and *kle-2*, 4 for *hcp-6*, and 5 for *capg-1* and *capg-2*, and 2 for *dpy-28* and *dpy-27*. All scoring was performed in blind. *** *p* < 0.001 (*t*-test).

**Figure 3:**
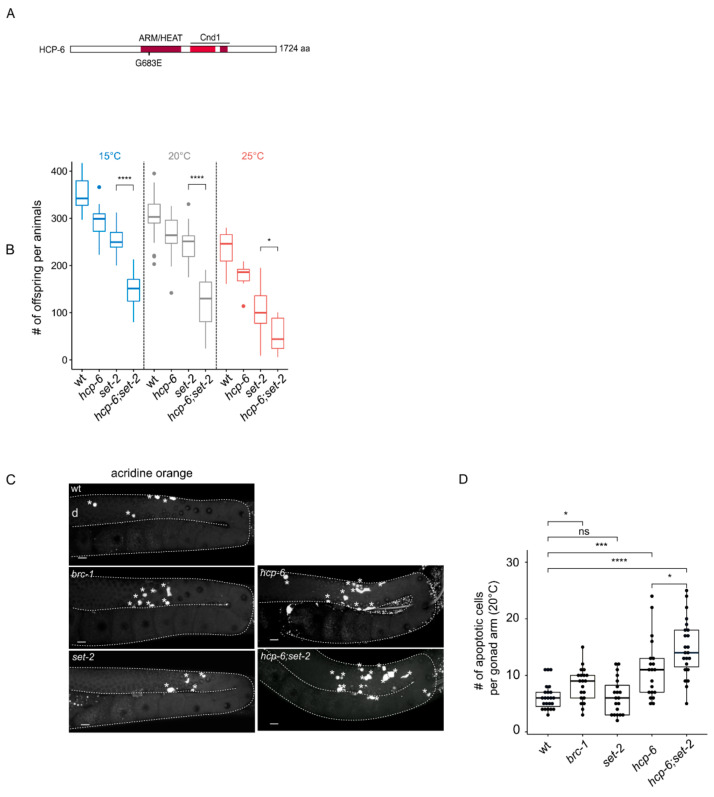
Enhancement of *hcp-6(mr17)* phenotypes in *set-2(bn129)* mutant animals. (**A**) Schematic diagram of HCP-6 protein and position of the *mr17* mutation. Conserved ARM/HEAT and Cnd1 (Condensin complex subunit 1) domains are highlighted in red. (**B**) Brood size per animals at indicated temperatures (15 °C, 20 °C, 25 °C), (n = 11 animals per genotypes at 15 °C and 25 °C, and 33 at 20 °C). [***] *p* < 0.001, [*] *p* < 0.05 (*t*-test adjusted for multiple comparison with the Bonferroni method). (**C**) Representative confocal images of germlines stained by acridine orange. Asterisks indicate apoptotic cells, (d) indicates distal region; orientation is the same for all gonads. (**D**) quantification of the number of apoptotic cells in the germline of animals switched at 20 °C for 24 h (n > 20 gonads per genotypes). A Wilcoxon test was performed after a significant difference with a Kruskal Wallis test, [ns] non significative difference, * *p* < 0.05, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 4:**
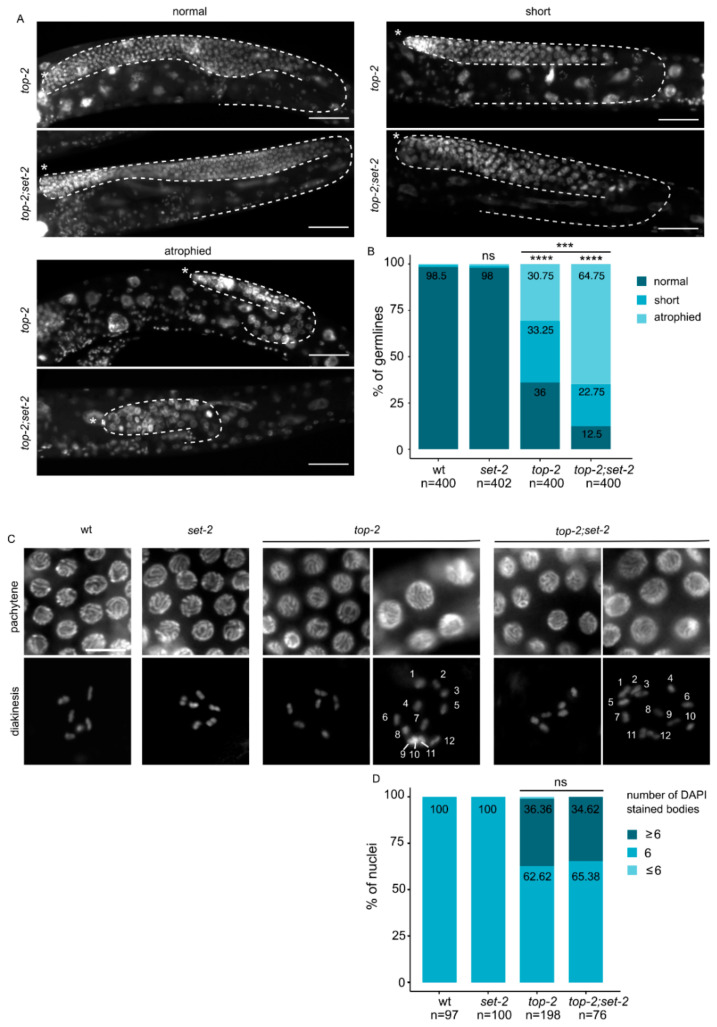
Enhancement of the *top-2* mutant phenotype in absence of *set-2***.** (**A**) Representative images of DAPI stained adult germlines showing different phenotypic classes. (*) marks distal end of the gonad (**B**) Scoring of phenotypic classes. Animals were shifted to 24 °C at the L1 stage and allowed to develop to adulthood. Germlines categories are as defined in Materials and Methods. **** *p* < 0.0001, *** *p* < 0.001 significant difference between mutant backgrounds using chi-square test and FDR correction (ns: non-significant). Scale bar, 50 μm. (**C**) Enlargement of pachytene and diakinetic nuclei from wildtype or mutant animals. For *top-2* single and *top-2;set-2* double mutants, representative nuclei from normal (left) and short (right) germlines are shown. Nuclei containing more than 6 DAPI stained bodies were observed in both “short” and “normal” germlines. (**D**) Scoring of aneuploid nuclei from cells in diakinesis (Scale bar, 10 μm).

**Figure 5:**
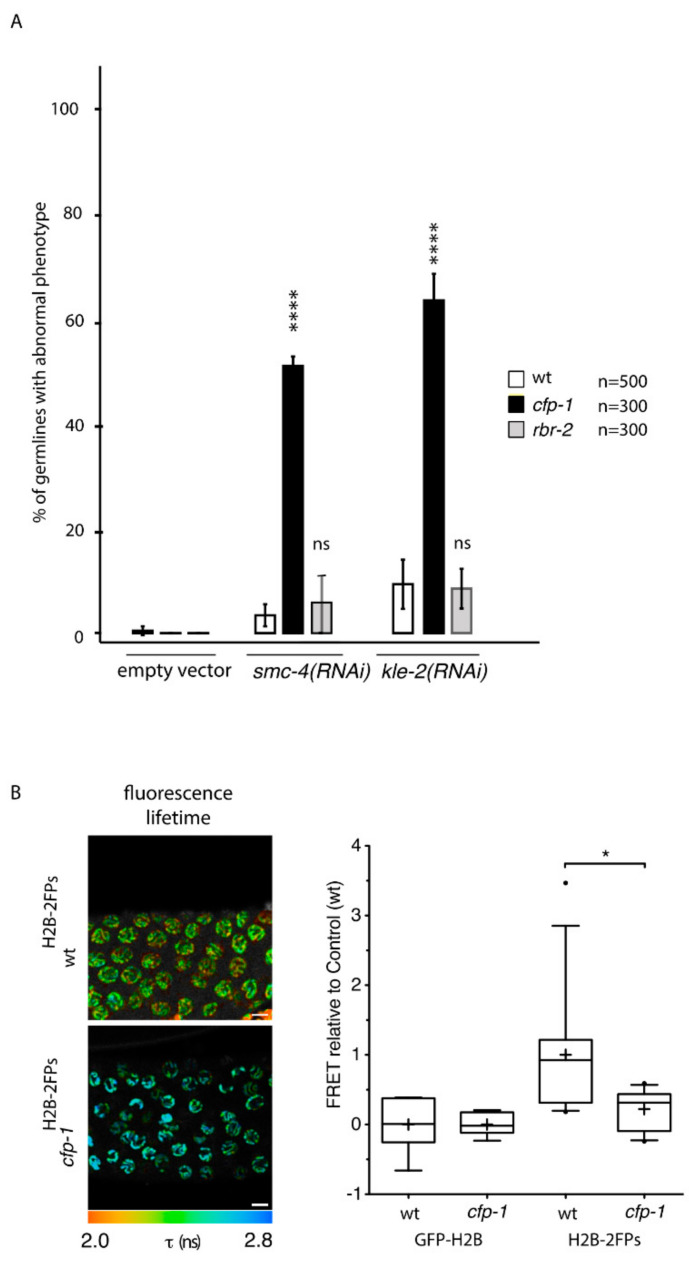
Inactivation of COMPASS targeting component CFP-1 mimics loss of SET-2. (**A**) Percentage of germlines with “strong” phenotype after RNAi directed against condensin-II (*smc-4* or *kle-2*) in wildtype, *cfp-1(tm6369)* and *rbr-2(tm1231)* mutants. n= number of animals scored from at least 3 independent experiments. [****] *p* < 0.0001 (*t*-test); ns, not significant. (**B**) Representative fluorescence lifetime images of wt ^H2B−2FPs^ and *cfp-1* ^H2B−2FPs^ mutant germlines and fluorescence lifetime values (τ). Scale bars, 10 μm. Box-and-whisker graph plots showing the decrease in FRET efficiency in *cfp-1* mutant animals. Mean FRET values ate indicated by a cross in each box. [*] *p* < 0.05 (two-tailed unpaired *t* test). n = 13 gonads for wt, n = 11 gonads for *cfp-1*.

**Figure 6:**
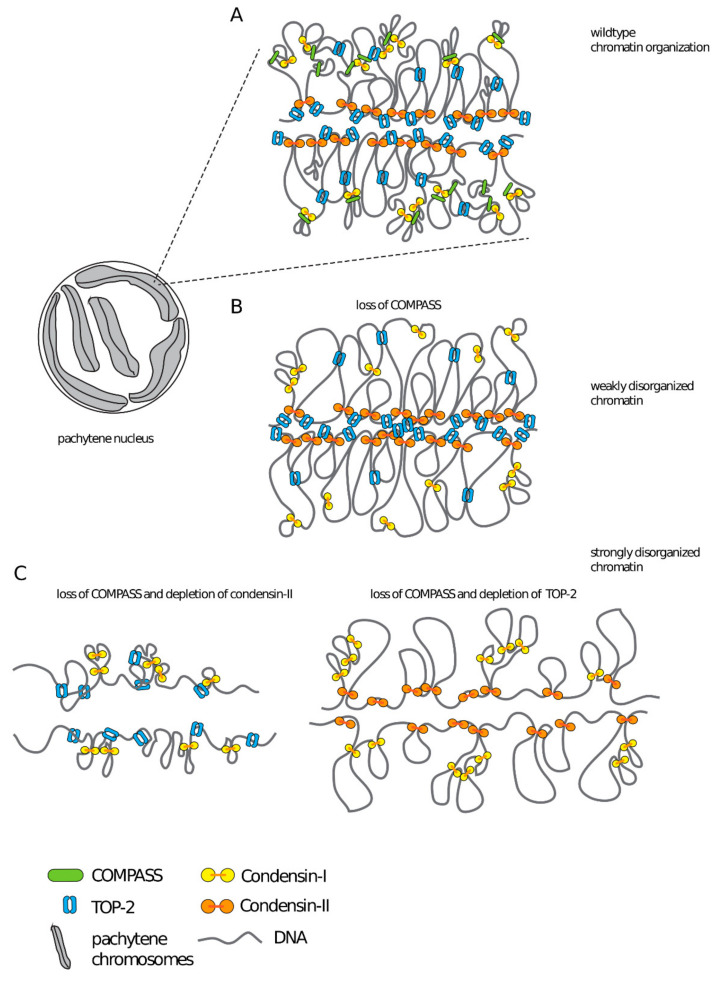
Working model for cooperation between COMPASS, condensin-II and Topoisomerase-II in chromosome organization. (**A**) In wildtype, proper chromosome compaction results from the activity of condensin-I (connected yellow circles), condensin-II (connected orange circles) and Topoisomerase-II (blue broken ring). The concerted action of condensins results in the formation of arrays of helical loops, with condensin-II generating outer loops and condensin-I forming inner loops [62]. Topoisomerase-II may contribute to compaction by modulating chromatin loops [74], or actively introducing self-entanglement in DNA [84]. COMPASS could mediate interactions between loops, possibly by contributing to the clustering of transcribed loci [82]. (**B**) Absence of COMPASS may result in subtle defects in chromosome organization (weakly disorganized chromatin), but the action of condensins, Topoisomerase-II and additional proteins would maintain overall chromosome architecture (**C**). We propose that partial depletion of condensin-II or Topoisomerase-II in the absence of COMPASS results in cumulative defects in chromosome organization. The model does not take into account heterogeneity between individual nuclei.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/9/9/2049/s1, Figure S1: *set-2* inactivation differentially impacts H3K4me3 in the germline, Figure S2: Fluorophore tagged histones H2B are correctly expressed and incorporated into chromatin in *set-2* mutants, Figure S3: Polyploid cells resulting from *kle-2* knockdown in *set-2* mutant germlines, Figure S4: Condensin-I depletion in wildtype and *set-2* mutant animals results in similar reduction in body size, Figure S5: Germline defects of *hcp-6(mr17)* mutant animals and suppression of *hcp-6(mr17)* embryonic lethality, Figure S6: Distribution of *set-2* misregulated genes in different expression classes, Figure S7: Loss of H3K4me3 in *cfp-1* mutant germline and efficacy of *cfp-1* and *rbr-2* RNAi in independent experiments. Table S1: Transcriptional profiling (RNA-seq) of *set-2* mutant germlines.

How the deposited data were processed for this re-analysis (not part of the article)

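Gene expression was measured by RNA sequencing of dissected gonads from wildtype and *set-2(bn129)* animals, 3 libraries of each. Samples were assigned to genotype and replicate from the sample labels and the paper's methods. The labels call the RNA polyadenylated, while the paper and the labels' protocol describe total RNA depleted of ribosomal RNA, and the paper's description is used here. The authors made the deposited counts by mapping reads to the worm genome release WS254 with STAR, removing reads with a mapping quality under 10 and counting reads per gene with htseq-count. The mode and strand setting of htseq-count are not named in the paper's text. Removal of reads with a low mapping quality lowers the counts of genes with near-identical copies, such as histone and heat shock genes, and overlapping genes may lose or share reads. The authors also deposited a table of gene numbers at each step of their comparison, whose header names a base mean over 10 and an adjusted p-value.

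The deposited counts held 46772 genes and 0 rows without a gene. Each library held between 23403396 and 30724547 counts. Gene positions, exon lengths and gene classes were taken from the Ensembl annotation of WBcel235, not from WS254, in which 46549 of the gene identifiers were found, and 32 of the genes tested had no position. Overlaps of exons were counted in the same annotation.

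The main test was edgeR 4.0.16 (R 4.3.3) with filterByExpr, TMM normalization, estimateDisp, glmQLFit and glmQLFTest, with genotype as the only term. The p-values were adjusted by the Benjamini-Hochberg method over the 9431 genes tested, and genes with an adjusted p-value of at most 0.05 and a log2 fold change of at least 0.58 in either direction are called misregulated, after the paper's thresholds. The paper's text does not say whether its p-value was adjusted. Fold changes are edgeR's, which adds a small prior count, and 95% confidence intervals come from the coefficient without it. Where every library of a genotype had 3 counts or fewer, a fold is given as a lower bound against 3 counts. Intervals and bounds cover the error of the fit and of counting alone. Gene sets were tested with camera (limma 3.58.1, preset correlation 0.01), and shares of genes with Fisher's exact test, two-sided, over 5 expression classes and 7 chromosomes. The 8 marker lists (sperm, oocyte, intestine, body wall muscle, hypodermis, somatic gonad, neuron and histone) and the list of chromosome structure and segregation genes were written from general knowledge. These lists, the comparison, its alternatives and the rule for naming genes were fixed before the data were examined. A list of S-phase genes was written later, before its result was seen.

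Genes named at the paper's statements are the condensin genes, *top-2*, the chromatin genes and the qPCR reference genes that the paper names, and the 5 largest changes in each direction among misregulated genes whose 3 *set-2* libraries all lay on one side of the 3 wildtype libraries and whose higher group had a mean of at least 50 normalized counts. Other genes, which are *sdc-3* and further genes named in the closing section, were chosen after their values were seen. The alternatives were DESeq2's size factors, upper quartile normalization, library sizes without the 10 genes with the highest total count, no low count filter other than 1 count in any library, at least 10 counts in every library, DESeq2 1.42.0, a replicate block, leaving out each library, unadjusted p-values, a log2 fold threshold of 1, a glmTreat test against a fold of 1.2, other set tests and each direction alone. Further DESeq2 settings, a covariate for muscle and intestine genes, total counts as library sizes with and without ribosomal RNA genes, DESeq2's expression classes over the genes tested by edgeR and the removal of a trend on exon length were added after the data were seen. The tests of explanations in the closing section each had a prediction, but the limits for judging them were revised after their values had been seen.

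The fits were tested on simulated data drawn from the means, dispersions and library sizes of the 9431 genes, with 200 genes changed and a further set, of which 49 genes were tested, shifted by 0.2 on the log2 scale. Of the 200, edgeR called 165 (82.5%), all in the right direction, and 8 of the 8894 unchanged genes it tested. The 95% confidence intervals held the simulated value for 94.7% of genes. The paper's Table S1 and Fig. S6 were not analysed here, nor were experiments other than RNA sequencing.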

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

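The paper's text reports unaltered expression of the tagged H2B histones in *set-2* mutants. It does not report on the expression of endogenous histone genes, or on single genes close to silent in wildtype gonads. Its Fig. S6, on expression classes, was not analysed here. Both groups of genes gave a signal above the level in wildtype libraries. The tests of cells carried over were chosen after these results were seen, and the limits for judging all tests of explanations were revised after their values were seen.

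Of 40 histone gene identifiers tested, 14 were misregulated upward and 1 downward. The summed counts of the 14 rose from 14785 ± 827 (SD, n = 3) to 33796 ± 1508 (SD, n = 3) normalized counts, a log2 ratio of 1.19. They include all of *his-1* to *his-8* on chromosome V, while the summed counts of the 26 others went from 167097 ± 3749 (SD, n = 3) to 168769 ± 11430 (SD, n = 3). Because histone copies are nearly identical, reads moved between copies could raise some at the expense of others. The summed count of all 40 nevertheless rose by a log2 ratio of 0.16 (0.15 to 0.17 under 3 other scalings) and was higher in each *set-2* library than in any wildtype library under all of them, and the other 26 did not fall by the amount the 14 gained. This argues against movement among the 40 tested identifiers only. The list held 72 identifiers, and reads with a low mapping quality were removed before counting. Reads gained from copies not tested, or from reads otherwise removed, therefore stay open. Recovery of RNAs without a poly(A) tail would raise other such RNAs too, but the 100 snRNA and snoRNA genes had a median log2 fold change of -0.32. Their quartiles, -0.55 and 0.09, lie on both sides of 0, while 68 genes were lower and 32 higher (exact binomial test, two-sided, p = 4.1e-04, genes are not independent). Judged by the quartiles, this explanation cannot be told apart, and judged by the binomial test, which was tried afterwards, it would be excluded, so it is left open. Recovery of small RNAs also depends on their size. A larger share of germ cells in S phase stays open. The 33 S-phase genes gave a camera p-value of 0.20 and a fry p-value of 0.019, with 11 past the adjusted p-value and higher and 6 lower. A direct effect of the loss of *set-2* was not tested apart from these.

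A total of 290 up-regulated genes had a wildtype mean under 20 normalized counts. Of these genes, 28 had a mean of at least 50 normalized counts in *set-2* gonads, and *K09F6.6*, with a log2 fold change of 3.92, was the largest rise that met the criteria for naming a gene. Neurons, muscle or intestine carried over in *set-2* libraries would bring their other transcripts. Of the 14 neuronal genes tested, 0 passed the adjusted p-value and were higher in *set-2* gonads, 3 passed it and were lower, and 3 in all passed an unadjusted p-value. The neuronal list held 24 genes and did not include *acr-18*, one of the largest rises, so these counts speak for the genes listed alone. All muscle and intestine genes tested were lower. The hypodermis genes summed to 486 to 523 CPM in *set-2* libraries against 657 to 1163 in wildtype, a log2 ratio of -0.96, and the somatic gonad genes to 1854 to 1973 against 2400.1 to 2671, a log2 ratio of -0.40 (886 to 909 against 967 to 993 without the most abundant gene of the list). More hypodermis or somatic gonad in *set-2* libraries would raise these sums, although 3 genes of each list passed the adjusted p-value and were higher, against 24 and 5 lower. The 6 sperm genes tested summed to 135 to 138 CPM against 123 to 126, a log2 ratio of 0.13, with 2 past the adjusted p-value and higher and 1 lower. Of these, *spe-9*, chosen after its value was seen, had a log2 fold change of 3.08 from a wildtype mean of 5.72 normalized counts. The 62 other sperm genes held 19 to 31 counts in all in wildtype and 24 to 38 in *set-2* libraries, but removal of reads with a low mapping quality lowers the counts of near-identical copies among them. Sperm carried over in *set-2* libraries therefore cannot be told apart from a change in germ cells, and cells outside these lists were not tested. Release of silent genes in *set-2* germ cells is a hypothesis that the remaining values leave open. It was found and examined in the same libraries, and the genes have low counts.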

How the results depend on the processing

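The numbers of down-regulated and up-regulated genes stayed within 1.5 times of 788 and 659 under 16 of 17 alternatives set in advance. The exception was a log2 fold threshold of 1, with 439 and 397 genes, fewer by construction. Across the 6 fits that each left out one library, they ranged from 652 to 901 and from 539 to 718 genes, and genes past the adjusted p-value alone from 2987 to 3716. Of settings chosen after the data were seen, DESeq2 with a base mean over 10 and a log2 fold threshold of 1 gave 382 and 302 genes, DESeq2 with a beta prior 444 and 335, and DESeq2's test against the fold threshold 134 and 108. Total counts as library sizes, without further scaling, moved the median log2 fold change of all genes by 0.11 and gave 644 genes lower and 893 higher, of 1242 and 3336 past the adjusted p-value, and without ribosomal RNA genes in these totals by 0.034, with 726 lower and 715 higher, of 1700 and 2325. With the muscle and intestine level as a covariate, 287 genes were lower, 105 higher and 616 past the adjusted p-value. That covariate itself differs between genotypes, so the fit removes part of any genotype effect with it. The *set-2* transcript kept its direction and its call under all 13 alternatives, with log2 fold changes from -0.76 to -0.67.

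None of the 9 condensin genes or *top-2*, nor of the 83 structure and segregation genes, became misregulated under any of 15 alternatives. The set test of the 83 genes, with a p-value of 0.074, passed the threshold with upper quartile normalization (0.041), with no low count filter (0.0018) and with the rotation test fry (9.0e-04), and ranged from 0.045 to 0.0996 across the fits leaving out one library, under the threshold only without *set-2(bn129)* replicate 2 (0.045). The cause was not tested.

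The odds ratio of the lowest expression class was 3.03. It reversed to 0 with no low count filter and to 0.401 with DESeq2's Wald test, the first because the lowest class then holds genes with almost no counts. The classes of the second were formed over the 11699 genes with a DESeq2 adjusted p-value. Formed over the 9431 genes tested by edgeR, chosen after the data were seen, they gave 1.64 with DESeq2's Wald test, so the reversal depends on the genes included. With at least 10 counts required in every library the odds ratio rose to 4.33. Across the fits leaving out one library it ranged from 1.997 to 2.58, the lowest without *set-2(bn129)* replicate 3, and the cause was not tested. For chromosome III, the odds ratio of 0.665 was no longer past the threshold with no low count filter (0.878) and for up-regulated genes alone (0.843), and for the X chromosome for up-regulated genes alone (1.36); the cause was not tested.

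With the correlation between genes estimated, no marker list passed an adjusted p-value of 0.05 (intestine, somatic gonad and histone 0.24, body wall muscle 0.29, hypodermis 0.28). Under fry, sperm (0.0033), oocyte (0.026) and neuron (0.0098) lists also passed. Without a low count filter the neuron list gave 0.044. Across the fits leaving out one library, the sperm list ranged from 0.035 to 0.084, passing without wildtype replicate 1, without wildtype replicate 2 and without *set-2(bn129)* replicate 3, and the oocyte list from 0.019 to 0.19, passing without wildtype replicate 3. The cause was not tested.

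Some genes with changes close to 0 reversed. *dpy-30* went to 0.012 with upper quartile normalization, 0.020 with no low count filter and 0.0016 with DESeq2's Wald test, and from -0.031 to 0.042 across the fits leaving out one library. *smc-4* reached 0.0016 with no low count filter and from -0.041 to 0.019 across those fits, *dpy-27* from -0.039 to 0.13 and *top-2* from -0.0059 to 0.079. Over 486 results of single genes under the alternatives, 433 kept direction and call, 32 were weaker, 11 stronger and 10 reversed.

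Samples share replicate numbers, but libraries with the same number did not deviate together (correlations across genes of -0.09, -0.05 and -0.17 for numbers 1, 2 and 3). With a replicate block, 735 genes were lower and 611 higher, and the sperm list passed the threshold (0.041). Under the block, *capg-2* (0.072), *capg-1* (0.078), *dpy-28* (0.055) and *brd-1* (0.060) no longer passed the adjusted p-value of edgeR's quasi-likelihood test, and 2 of the 9 condensin genes did.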

Differences from the paper's values

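The paper reports 251 genes down-regulated and 182 up-regulated in *set-2* gonads. Here, 788 genes were down-regulated and 659 up-regulated at an adjusted p-value of 0.05 and a log2 fold change of 0.58. None of the alternatives set before the data were examined came within 1.5 times of either number. The closest, a log2 fold threshold of 1, gave 439 and 397 genes, and DESeq2's Wald test gave 726 and 536. Among settings chosen after seeing the values, the fit with the muscle and intestine level as a covariate gave 287 genes lower, within 1.5 times of the paper's 251, but 105 higher against its 182. DESeq2's test against the fold threshold gave 134 and 108, below both numbers, and DESeq2 with a beta prior gave 444 and 335. No setting that was run came within 1.5 times of both.

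The paper states in a section heading that loss of *set-2* leaves expression of condensins unaffected. No condensin gene passed the fold threshold here, and 5 of the 9 passed the adjusted p-value with log2 fold changes from -0.13 to 0.23. Under the alternatives set before the data were examined, between 2 and 5 of the 9 passed, 3 with DESeq2's Wald test.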

Other observations

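Tests of somatic tissue in the muscle, chaperone and heat shock genes, of ribosomal RNA and of linkage to chromosome III were chosen after the result was seen, except the test of down-regulated genes outside the muscle and intestine lists. The limits for judging all tests of explanations were revised after their values were seen.

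In each of the other 9 of the 10 splits of the 6 libraries into 3 against 3, 0 genes passed the adjusted p-value (between 43 and 247 at an unadjusted p-value), so that only 1 of the 10 splits gave as many genes lower, 1 as many higher and 1 as many past the adjusted p-value. With 10 splits this share cannot be under 0.1. Each of the other 9 splits also mixes the genotypes in both groups. A difference between genotypes of any cause then adds to the spread within groups. That 0 genes passed there therefore does not show what caused the difference. With total counts as library sizes, without further scaling, 4578 genes passed the adjusted p-value, and 4025 did when ribosomal RNA genes were left out of these totals, so the share of ribosomal RNA does not account for most of them. With a trend on exon length removed, 4045 genes passed it, against 3908, so gene length does not account for their number.

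Muscle and intestine genes were lower in *set-2* gonads. The 19 body wall muscle genes had a median log2 fold change of -0.81 (camera in limma, adjusted over the 8 lists, adjusted p = 2.1e-07; 17 past the adjusted p-value over all genes and 18 when adjusted over the list alone) and the 15 intestine genes tested -1.77 (1.7e-08; 13 and 13). The 43 hypodermis genes had -0.88 (7.9e-06; 27 and 30), the 14 somatic gonad genes -0.14 (0.0097; 8 and 10), the 14 neuronal genes -0.18 (0.26; 3 and 3), the 26 oocyte genes -0.02 (0.091; 10 and 10), the 6 sperm genes tested of 68 listed 0.12 (0.073; 3 and 4) and the histone genes 0.21 (1.5e-08; 24 and 26). All calls of the 5 lists past the threshold hold under fry and none with the correlation estimated. Each of the genes tested had reads in these libraries, and how many of them germ cells express themselves was not tested. A candidate explanation is somatic tissue carried over at dissection in larger amounts in wildtype libraries. Wildtype replicate 1 was the lowest wildtype library for 32 of the 34 muscle and intestine genes (94.1%), where chance gives 33.3%; *unc-54*, a muscle myosin gene chosen after its value was seen, had 1987, 3711 and 3623 normalized counts in wildtype replicates 1, 2 and 3 and 1412 to 1518 in *set-2* libraries. Outside these lists, replicate 1 was lowest for 382 of 758 down-regulated genes (50.4%), against 31.6% of unchanged genes in the same expression classes (Fisher's exact test, two-sided, odds ratio 1.90, p = 6.4e-17, across genes that are not independent) and 26.9% of up-regulated genes. These values go with carried-over tissue for the muscle and intestine genes and for part of the other down-regulated genes. The somatic gonad list went the other way. Its summed level was highest in wildtype replicate 1, with 2671 CPM against 2600.1 and 2400.1 in replicates 2 and 3 and 1854 to 1973 in *set-2* libraries. A lower expression of these genes in *set-2* animals was not tested apart from it.

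Chaperone and heat shock genes were lower as well. *hsp-1*, *hsp-90* and *dnj-13*, chosen after their values were seen, had log2 fold changes of -0.34, -0.24 and -0.39, lower in all 3 *set-2* libraries. Wildtype replicate 1 held 57.2% to 71.8% of the excess over *set-2* that replicates 2 and 3 held, against a median of 21.3% for the 19 muscle genes, of which 2 were as high, so carried-over tissue and another origin cannot be told apart with 1 library deciding. *hsp-16.2*, *hsp-16.41* and *hsp-70* had at most 8 counts in any *set-2* library. All 3 genes were lowest in wildtype replicate 1, which somatic tissue carried over at dissection would give. A heat or handling stress during the preparation of the wildtype animals and a weaker response in *set-2* animals cannot be told apart from it, since the labels give no date or batch of dissection.

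*sdc-3*, which acts with condensin in dosage compensation, was chosen after its value was seen. It had 4523 ± 63.7 normalized counts (SD, n = 3) in wildtype and 1099 ± 229 (SD, n = 3) in *set-2* gonads, a log2 fold change of -2.04 (edgeR adjusted p = 3.1e-07; between -2.20 and -1.89 under 13 alternatives). Of its partners, *sdc-1* and *sdc-2* had 0.16 and 0.16, *dpy-21* -0.23 and *dpy-30* -0.0023, with edgeR adjusted p-values of 0.15, 0.32, 0.062 and 0.97. Without wildtype replicate 1, *sdc-1* and *sdc-2* reached 0.0499 and 0.047, and *dpy-21* reached 3.8e-04 with no low count filter, 0.047 with DESeq2's Wald test, 0.020 without wildtype replicate 3 and 0.042 without *set-2(bn129)* replicate 3. No explanation was tested.

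Misregulated genes were more frequent on the X chromosome (23.2% against 14.2% elsewhere, odds ratio 1.82, Fisher's exact test, two-sided, adjusted over 7 chromosomes, p = 5.2e-13) and on chromosome V (odds ratio 1.52, adjusted p = 3.1e-08). On the X, 69.97% of the genes tested were in the 2 lowest expression classes, against 35.9% elsewhere, and with the classes as strata the odds ratio was 0.926 (95% confidence interval 0.793 to 1.08), as low expression of X-linked genes in the germline would give. For chromosome V the odds ratio in the same strata was 1.39 (95% confidence interval 1.197 to 1.62, Mantel-Haenszel test adjusted over 6 chromosomes, adjusted p = 1.2e-04), so expression class does not account for it, and no other explanation was tested. Misregulated genes were less frequent on chromosome I (odds ratio 0.654, Fisher's exact test, two-sided, adjusted p = 9.6e-08). In the same strata the odds ratio of 0.827 (95% confidence interval 0.699 to 0.978) did not pass the adjustment over 6 chromosomes (Mantel-Haenszel test, adjusted p = 0.090). No explanation other than expression class was tested. On chromosome III, which carries *set-2*, they were also less frequent than elsewhere (odds ratio 0.665, Fisher's exact test, two-sided, adjusted p = 3.8e-07), but in the same strata the odds ratio was 0.859 (95% confidence interval 0.725 to 1.02). Variation linked to the *set-2* allele would raise this number. No excess was seen, and since the interval includes 1, a small contribution cannot be told apart from none.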
